# *SWEET* Gene Family in *Medicago truncatula*: Genome-Wide Identification, Expression and Substrate Specificity Analysis

**DOI:** 10.3390/plants8090338

**Published:** 2019-09-09

**Authors:** Bin Hu, Hao Wu, Weifeng Huang, Jianbo Song, Yong Zhou, Yongjun Lin

**Keywords:** *Medicago truncatula*, SWEET, sugar transport, evolution, expression analysis, abiotic stress

## Abstract

SWEET (Sugars Will Eventually be Exported Transporter) proteins mediate the translocation of sugars across cell membranes and play crucial roles in plant growth and development as well as stress responses. In this study, a total of 25 *SWEET* genes were identified from the *Medicago truncatula* genome and were divided into four clades based on the phylogenetic analysis. The *MtSWEET* genes are distributed unevenly on the *M. truncatula* chromosomes, and eight and 12 *MtSWEET* genes are segmentally and tandemly duplicated, respectively. Most *MtSWEET* genes contain five introns and encode proteins with seven transmembrane helices (TMHs). Besides, nearly all MtSWEET proteins have relatively conserved membrane domains, and contain conserved active sites. Analysis of microarray data showed that some *MtSWEET* genes are specifically expressed in disparate developmental stages or tissues, such as flowers, developing seeds and nodules. RNA-seq and qRT-PCR expression analysis indicated that many *MtSWEET* genes are responsive to various abiotic stresses such as cold, drought, and salt treatments. Functional analysis of six selected MtSWEETs in yeast revealed that they possess diverse transport activities for sucrose, fructose, glucose, galactose, and mannose. These results provide new insights into the characteristics of the *MtSWEET* genes, which lay a solid foundation for further investigating their functional roles in the developmental processes and stress responses of *M. truncatula*.

## 1. Introduction

The SWEET (sugars will eventually be exported transporter) family, a novel family of sugar transporters, can mediate the diffusion of sugars across intracellular or plasma membranes and exhibits low sugar affinity [1,2]. The transport activities of SWEET proteins for both cellular uptake and efflux of various mono- and di-saccharides are dependent neither on proton gradient nor on pH, suggesting that they are energy-independent uniporters [3,4]. In addition, SWEETs could be classified into four clades (I–IV) based on their phylogenetic relationships, and members in different clades exhibit differences in subcellular localizations and substrates [1,2,5,6].

SWEETs are widely distributed in prokaryotes, plants and animals, and most of them comprise seven transmembrane helices (7-TMHs) harboring two conserved MtN3/saliva domains (PF03083), and each domain is a triple helix bundle (THB) formed by the three TM helices (3-TMHs) [7]. The eukaryotic SWEETs consist of two THBs and the remaining TMH serves as a linker in the middle of them, forming a “3-1-3” structure [1,4]. The prokaryotic SWEET proteins (designated as SemiSWEETs) contain a single THB, and the eukaryotic SWEETs might have evolved from SemiSWEETs by gene duplication and the fusion of THBs via an inversion linker helix [8,9,10]. In addition, some bacterial SWEETs with six or seven TMHs were also found, and 14-TMH SWEETs and 15-TMH extraSWEETs were identified from *Vitis vinifera* and *Oryza punctate*, respectively [11,12]. The two extraSWEETs have a duplication of 7-TMH within the genes, which is similar to the duplication of the SemiSWEETs that produce SWEETs. Moreover, three SWEETs from oomycetes contain 18, 23, and 25 TMHs, respectively, and are named as superSWEETs, with each which carrying 5–8 repeats of a SemiSWEET with 3-TMH [12,13]. These findings reveal that duplication and fusion play vital roles in the evolution of the SWEET proteins.

Many *SWEET* genes have been well studied in plants, and are considered to play key roles in the regulation of plant growth and development such as phloem loading, nectar secretion, pollen development, and seed filling. For example, *AtSWEET8/RPG1* (*ruptured pollen grain1*) encodes a glucose transporter that functions in primexine deposition and shows redundant function with *AtSWEET13/RPG2* for pollen wall pattern formation at late reproductive stage [14,15]. Maize ZmSWEET4c and its rice ortholog OsSWEET4 are associated with hexose transport across the basal endosperm transfer layer during seed filling [16]. AtSWEET9 is a nectary-specific transporter and was shown to function in the secretion of sucrose for nectar production [17]. In addition, SWEETs have been documented to play important roles in the response to abiotic stresses. For example, the *atsweet11atsweet12* double mutant, which was defective in the development of vascular bundles, displayed deficient phloem loading and retarded growth, but exhibited higher freezing tolerance due to the high accumulation of sugars in the leaves [2,18]. *SAG29/AtSWEET15* was found to be related to cell viability under high salinity and other osmotic stress conditions [19]. Both AtSWEET16 and AtSWEET17 act as fructose uniporters across the tonoplast membrane and determine the fructose content in the tonoplast of leaves and roots, and overexpression of *AtSWEET16* remarkably increased the tolerance of *Arabidopsis* to freezing stress [20,21,22]. Moreover, SWEETs also play important roles in plant-microbe interactions, possibly promoting the sugar supply for pathogen growth. For example, AtSWEET2, a vacuolar glucose transporter, can limit carbon secretion from roots, thus contributing to resistance against *Pythium* [23]. *Xanthomonas* transcription activator-like (TAL) effectors were shown to target *Xa13/Os8N3/OsSWEET11* [24,25], *Xa17/Os11N3/OsSWEET14* [26], and *Xa25/OsSWEET13* [27] in rice, and *MeSWEET10a* in cassava [28], to promote the sugar supply in infected cells. *IbSWEET10* encodes a sugar transporter protein involved in sucrose transport, and contributes to the resistance of sweet potato to *Fusarium oxysporum* [29]. These diverse functions of SWEET proteins demonstrate that they play crucial roles in various physiological processes and responses to abiotic/biotic stresses of plants.

In previous reports, the *SWEET* gene family has been characterized in various plant species, such as *Arabidopsis* [1], rice [30], sweet orange [31], soybean [11], tomato [32], potato [33], sorghum [34], cucumber [5,35], rubber tree (*Hevea brasiliensis*) [36], pineapple (*Ananas comosus*) [37], apple [38], tea plant [39], Chinese cabbage (*Brassica rapa*) [40,41], wheat [13,42], and cabbage (*B. oleracea*) [43]. However, the *SWEET* gene family in *Medicago truncatula* is still poorly understood, and the biological functions of MtSWEETs remain largely unknown. In this study, we conducted a comprehensive genome-wide analysis of the *M. truncatula* SWEET family members, including the phylogenetic relationships, chromosomal distributions, gene structures, expression patterns in different developmental stages/tissues as well as in response to cold, drought and salt stresses. In addition, we also analyzed the substrate specificity of these MtSWEET proteins to characterize their specific functions in *M. truncatula*. The results will provide a solid foundation for further characterizing the functions of MtSWEET proteins in the regulation of plant development and stress responses.

## 2. Materials and Methods

### 2.1. Identification of SWEET Genes in M. truncatula

The *M. truncatula* Mt4.0v1 protein sequences were downloaded from Phytozome 12 (https://phytozome.jgi.doe.gov/). The Hidden Markov Model (HMM) profiles of the SWEET domain (PF03083) were downloaded from the Pfam database (http://pfam.xfam.org/) and used to search the SWEET proteins in the *M. truncatula* proteome with HMMER software. In addition, the protein sequences of 17 AtSWEETs and 21 OsSWEETs were downloaded from TAIR (http://www.arabidopsis.org/) and TIGR (http://rice.plantbiology.msu.edu/), respectively, and used as queries to search against the *M. truncatula* proteome. All resulting non-redundant protein sequences were checked for the presence of the entire SWEET domain by SMART (http://smart.embl-heidelberg.de/) and InterProScan (http://www.ebi.ac.uk/interpro/). The proteins with very short amino acid sequences (<150 aa) were excluded. The ProtParam tool (http://web.expasy.org/protparam) was used to analyze the sequence length, molecular weight and theoretical isoelectric point (pI) values of each MtSWEET protein. The distributions of TM helices were predicted using the TMHMM Server v. 2.0 (http://www.cbs.dtu.dk/services/TMHMM).

### 2.2. Chromosomal Locations, Gene Duplication, Phylogenetic and Gene Structure Analysis

The information of locations for each *MtSWEET* gene was obtained in *M. truncatula* genome (version Mt4.0v1) from Phytozome 12 and mapped with the GenomePixelizer software. The duplicated genes were identified by MCScanX according to the previously described criteria [44,45]. Multiple sequence alignment was carried out considering the full-length SWEET protein sequences from *Arabidopsis* [1], sorghum [34], cucumber [35], and *M. truncatula* using the Clustal Omega program [46]. Subsequently, an unrooted neighbor-joining (NJ) tree was constructed by MEGA 7.0 with 1000 bootstrap replicates [47]. Gene Structure Display Server (GSDS) (http://gsds.cbi.pku.edu.cn/) was employed to generate a schematic diagram of the gene structure of *MtSWEET* genes by comparing the coding sequence (CDS) with their corresponding genomic DNA (gDNA) sequences.

### 2.3. In Silico Expression Profile Analysis of MtSWEET Genes

To study the developmental expression profile of the *MtSWEET* genes, genome-wide microarray data from *M. truncatula* in different tissues at various developmental stages were retrieved from *M. truncatula* Gene Expression Atlas (MtGEA, https://mtgea.noble.org/v3/), and the transcript data of the *MtSWEET* genes were analyzed as previously described [48]. The normalized expression data were used to generate heatmap using the TBtools software [49]. To investigate the expression profiles of the *MtSWEET* genes in response to abiotic stresses, genome-wide transcriptome sequencing (RNA-seq) data from *M. truncatula* under different stresses (including cold, drought, and salt) were extracted according to a previous study [50]. The raw data of this entire microarray experiment have been deposited in NCBI GEO (GSE136739). RNA-seq reads were aligned to the *M. truncatula* Mt4.0v1 genome sequences using Tophat 2.1.0 [51], and read counts for *MtSWEET* genes were normalized as fragments per kilobase of transcript per million mapped reads (FPKM) values using StringTie (v2.0) [52,53], representing the expression abundance of each *MtSWEET* gene. 

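For each of the 12 libraries, the authors deposited an FPKM value for each of 54073 genes, of which 37274 were above 0 in at least 1 library and 16799 were at 0 in all of them. An FPKM is proportional to the number of fragments (read pairs) on a gene, divided by the transcript length and by the mapped pairs of the library. With the mapped reads listed in the paper's Table S2 and 1 transcript length per gene, the FPKM values of 37273 of the 37274 genes (99.997%) returned whole fragments in every library. For the *MtSWEET* genes, 252 fragment numbers were also obtained from the normalized counts of Table S2, and 252 of them were equal to those obtained from FPKM. The transcript length obtained in this way was equal to the CDS of Table 1 for 8 of the 25 *MtSWEET* genes (*MtSWEET2b*, *MtSWEET4*, *MtSWEET5a*, *MtSWEET5b*, *MtSWEET5c*, *MtSWEET5d*, *MtSWEET7*, and *MtSWEET9a*) and longer for the others. On a transcript of 1 kb, 3 fragments corresponded to an FPKM of 0.107 in the deepest library and 0.221 in the shallowest. Between 3.74% and 6.83% of the mapped reads of a library mapped to more than 1 place. The paper's text does not name how such reads were counted.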

The expression data were employed to create the heatmaps and illustrated using the ggplot2 package in R software. Compared with the control (0 h for every treatment), differentially expressed genes (DEGs) were identified for at least one of the time points with a cutoff of fold change ≥2 or ≤0.5.

### 2.4. Plant Materials and Treatments

*M. truncatula* (cv. Jemalong A17) plants were grown on half-strength Hoagland solution, and four-week-old seedlings were subjected to cold, drought and salt stresses as described previously [50]. For drought, cold, and salt treatments, the seedlings were transferred to dry Whatman 3 MM paper in a sterile Petri at the constant temperature of 4 °C, or Hoagland solutions containing 300 mM NaCl, respectively. All tests were performed in triplicate, and the seedlings were harvested after each treatment, quickly placed in liquid nitrogen, and stored at −80 °C until use.

### 2.5. RNA Isolation and Quantitative Real-Time PCR (qRT-PCR)

Total RNA was isolated with the TransZol Reagent (TransGen, China), and cDNA was synthesized by using TransScript All-in-One First-Strand cDNA Synthesis SuperMix for qPCR (One-Step gDNA Removal) (TransGen Biotech, Beijing, China) based on the manufacturer’s instructions. The qRT-PCR reactions were performed in 20 μL reactions using 1 μL of cDNA, with the FastStar Universal SYBR Green Master (ROX) (Roche Diagnostics, Indianapolis, IN, USA), on the ABI 7500 system (Thermo Fisher Scientific, Waltham, MA, USA). The qRT-PCR conditions were as described previously [54]. Three independent biological replicates were conducted. The *M. truncatula ACTIN* gene (Medtr3g095530) was used as a standard control, and the 2^−ΔΔCT^ method was used to calculate the relative levels of gene expression. The expression levels in the control plants without treatment (0 h) were normalized to 1. Data were statistically analyzed using Duncan’s test with SPSS19 and different letters indicate statistically significant differences (*p* < 0.05). The primer sequences used in this study are listed in Table S1. 

### 2.6. Substrate Specificity Analysis of MtSWEET Proteins in Yeast

The CDSs of *MtSWEET3c*, *MtSWEET5b*, *MtSWEET7*, *MtSWEET9b*, *MtSWEET15b*, and *MtSWEET16* were amplified using specific primers and then sub-cloned into the yeast expression vector pDR196. The resulting constructs and the empty pDR196 vector (as negative control) were used to transform *Saccharomyces cerevisiae* strains EBY.VW4000 and SUSY7/ura3, and the hexose and sucrose uptake assays were performed as described previously [5]. For EBY.VW4000 cells, serial dilutions (10-, 100- and 1000-fold) were plated on solid SD media supplemented with 2% concentrations of maltose (as the control), or fructose, glucose, galactose, and mannose. For SUSY7/ura3, cells were serially diluted 10-fold (10-, 100- and 1000-fold) and spotted on solid SD media supplemented with either 2% glucose (as the control), or 2% sucrose. The transformant-containing plates were photographed after incubation at 30 °C for 3–5 d. The primer sequences used are listed in Table S1.

## 3. Results

### 3.1. Genome-Wide Identification and Phylogenetic Analysis of SWEET Family Genes in M. truncatula

A total of 25 SWEET members were identified from the *M. truncatula* genome, which were named based on their homologs in *Arabidopsis* and earlier work [33]. As shown in Table 1, the predicted MtSWEET proteins ranged from 206 (MtSWEET11) to 681 (MtSWEET2b) amino acids in length, with relative molecular weights ranging from 23.53 kDa (MtSWEET11) to 73.63 kDa (MtSWEET2b), and theoretical pIs from 5.88 (MtSWEET5a) to 9.80 (MtSWEET12) (Table 1). 

To explore the evolutionary relationships of *SWEET* family genes, we performed phylogenetic analysis by aligning SWEET protein sequences from *Arabidopsis*, sorghum, cucumber, and *M. truncatula* (Figure 1). In this analysis, these SWEET proteins were clearly divided into four clades (I, II, III and IV), which was in accordance with previous phylogenetic classifications of SWEETs [55]. Among them, clade III contained the largest number of MtSWEETs (10), while clade IV possessed the fewest MtSWEETs (only MtSWEET16), and clades I and II each contained seven MtSWEETs (Figure 1, Table 1).

### 3.2. Chromosomal Location and Duplication Analysis of MtSWEET Genes

The genomic locations of the *MtSWEET* genes on *M. truncatula* chromosomes were identified. The results showed that the 25 *MtSWEET* genes were distributed on all of the eight chromosomes in *M. truncatula*. Chromosome 3 had the largest number of *MtSWEET* genes (6 genes), followed by chromosomes 6 and 8 (4 genes each), and the minimum number was found on chromosome 4 (one gene) (Figure 2). In addition, three genes were found on each of chromosomes 2 and 7, and two genes were distributed on each of chromosomes 1 and 5.

Gene duplication, including tandem and segmental duplication events, can be a crucial factor for plant genome evolution [56,57]. 

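In Table 1 of the paper, *MtSWEET1a* (Medtr1g029380) was located on chromosome 1 from 10054058 to 10056439, and *MtSWEET1b* (Medtr3g089125) on chromosome 3 from 40831984 to 40834426, both on the Mt4.0v1 genome. *MtSWEET3a* (Medtr3g090940) was located on chromosome 3 from 41296423 to 41298378, and *MtSWEET3c* (Medtr1g028460) on chromosome 1 from 9609945 to 9612620. *MtSWEET4* (Medtr4g106990) lay on chromosome 4 from 43976500 to 43978913, and *MtSWEET5c* (Medtr6g007623) on chromosome 6 from 1684113 to 1685864. *MtSWEET11* (Medtr3g098930) lay on chromosome 3 from 45314680 to 45319675, and *MtSWEET12* (Medtr8g096320) on chromosome 8 from 40403635 to 40405942. In the seedling RNA-seq libraries taken at 0 h, before the cold, drought or salt stress, the members of 3 of these pairs differed in FPKM. The 3 values of *MtSWEET12* were between 73.9 and 74.2, whereas *MtSWEET11* was listed at 0 in these libraries. The values of *MtSWEET3c* were between 12.5 and 14, and those of *MtSWEET3a* between 0 and 0.149. *MtSWEET1a* had values between 1.2 and 1.57, and *MtSWEET1b* between 0 and 0.429. Neither *MtSWEET4* nor *MtSWEET5c* was above 0.161 in any of the 3 libraries, with 2 fragments at most, so no difference between them could be seen.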

Based on gene duplication analysis, four segmental duplication events (*MtSWEET1a/MtSWEET1b*, *MtSWEET3a/MtSWEET3c*, *MtSWEET4/MtSWEET5c* and *MtSWEET11/MtSWEET12*) were found, and they were located on different chromosomes (Figure 2). In contrast, a total of 12 tandem duplicated genes which formed four gene clusters were found in chromosomes 3, 6, 7 and 8 (Figure 2). These results indicated that gene duplication has played a crucial role in the expansion of *MtSWEET* gene family. 

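From the positions in Table 1, *MtSWEET3a* and *MtSWEET3b* on chromosome 3 were 8028 bp apart, and *MtSWEET13* and *MtSWEET11* on the same chromosome were 2910 bp apart. On chromosome 6, 7968 bp separated *MtSWEET5a* from *MtSWEET5c*, 8672 bp separated *MtSWEET5c* from *MtSWEET5d*, and 2746 bp separated *MtSWEET5d* from *MtSWEET5b*. On chromosome 7, *MtSWEET15d* and *MtSWEET15c* were 12019 bp apart. On chromosome 8, *MtSWEET14* and *MtSWEET12* were 18400 bp apart. The nearest other *MtSWEET* genes on 1 chromosome, *MtSWEET3c* and *MtSWEET1a*, were separated by 441437 bp. The expression of a gene and its neighbour was not alike in every case. Over the 12 libraries of the stress experiment, *MtSWEET13* ranged from 29.8 to 197 FPKM while *MtSWEET11* did not pass 0.0784. How reads shared between such neighbours were counted by the authors was not tested, because no gene sequences were used here.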

### 3.3. Analysis of Transmembrane Domains and Conserved Motifs 

The predicted results of TMHMM Server v. 2.0 suggested that most of the MtSWEET proteins contain seven TMHs, except for MtSWEET2b, MtSWEET4, and MtSWEET11 (Table 1, Figure S1). MtSWEET4 and MtSWEET11 had six TMHs, which was also observed in some SWEET members of cucumber [35] and soybean [11]. Interestingly, MtSWEET2b contained 15 TMHs (Figure S1) from the duplication of 7-TMHs, which was similar to the duplication of semiSWEET (3-TMHs) to evolve into SWEET (7-TMHs) [11,12], implying that it is an extraSWEET.

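*MtSWEET2b* (Medtr2g073190) was located on chromosome 2 of the Mt4.0v1 genome from 30983345 to 30991272 on the minus strand. The transcript length behind its FPKM values was 2046 bp, the same as the CDS in Table 1. The annotation in the paper's Table S2 describes it as a sodium bile acid symporter family protein. Of the 25 *MtSWEET* genes, 21 are described there as bidirectional sugar transporters and the other 3 (*MtSWEET11*, *MtSWEET13*, and *MtSWEET15d*) as sugar efflux transporters. An FPKM value over the 2046 bp covers the whole annotated gene, so the parts coding for different TMHs were not measured separately. Whether its fragments came from the SWEET domains or from other parts of the annotated gene was not tested. In the 3 seedling libraries taken at 0 h, before the cold, drought or salt stress, its FPKM was between 17.7 and 17.9, from 1782 fragments in all.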

To obtain more detailed information concerning the MtSWEET proteins, we performed multiple sequence alignments of the deduced protein sequences. As shown in Figure 3, nearly all of the MtSWEET proteins retained relatively conserved membrane domains, and contained the active sites of tyrosine (Y) and aspartic acid (D), which can form a hydrogen bond to maintain the sugar transport activity [10]. In addition, each THB contained a conserved serine (S) phosphorylation site, with the exception of MtSWEET5a, MtSWEET5c, and MtSWEET5d. The three SWEET proteins contained aspartic acid instead of serine between TMH1 and TMH2 (Figure 3). Moreover, all of the MtSWEET proteins contained the second serine phosphorylation site, which was located between TMH5 and TMH6 (Figure 3).

### 3.4. Gene Structure Analysis of MtSWEET Genes

To further examine the structural features of *MtSWEET* genes, the gene structures of all *MtSWEET* genes were determined by comparing the CDS and the gDNA sequences. As shown in Figure 4, the vast majority of *MtSWEET* genes (20/25) contained five introns; four *MtSWEET* genes (*MtSWEET4, MtSWEET6*, *MtSWEET7* and *MtSWEET13*) harbored four introns, while *MtSWEET2b* possessed 16 introns. In addition, genes clustered together generally exhibited similar gene structures. For example, three pairs of *MtSWEET* genes, *MtSWEET6* and *MtSWEET7*, *MtSWEET1a* and *MtSWEET1b*, *MtSWEET15a* and *MtSWEET15c*, had similar exon numbers and lengths. These results indicated that the gene structure of the *MtSWEET* family members is highly conserved.

### 3.5. Expression Patterns of Mtsweet Genes in Different Tissues

The expression profiles of the *MtSWEET* genes in different developmental stages/tissues were examined based on the microarray data from *M. truncatula*. Eleven *MtSWEET* genes (*MtSWEET3a*, *MtSWEET3b*, *MtSWEET4*, *MtSWEET5a*, *MtSWEET5b*, *MtSWEET5c*, *MtSWEET5d*, *MtSWEET6*, *MtSWEET7*, *MtSWEET9a*, and *MtSWEET15d*) did not have corresponding probe sets in the dataset. We then the examined the expression patterns of the rest fourteen *MtSWEET* genes. As shown in Figure 5A, nearly all the *MtSWEET* genes (with the exception of *MtSWEET11*) were expressed in at least one of the tested tissues (flower, leaf, petiole, pod, stem, vegetative buds, and root). Among these genes, some exhibited relatively higher expression, such as *MtSWEET3c*, *MtSWEET12*, *MtSWEET13*, *MtSWEET14*, and *MtSWEET16*. In addition, some *MtSWEET* genes displayed obviously high expression levels in only one single tissue. For example, *MtSWEET1a*, *MtSWEET9b*, and *MtSWEET14* were preferentially expressed in flower, whereas *MtSWEET1b*, *MtSWEET15a*, and *MtSWEET15b* exhibited much higher transcript abundance in seeds than in other tissues (Figure 5A). In addition, *MtSWEET15c* also showed preferential expression in the root and seed at 24 days after pollination (DAP). 

We also analyzed the expression of these *MtSWEET* genes during nodule development (Figure 5B). Several *MtSWEET* genes were differentially expressed in response to rhizobium inoculation, such as *MtSWEET1b*, *MtSWEET2b*, *MtSWEET3c*, *MtSWEET11*, *MtSWEET12*, and *MtSWEET15c*. Among these genes, the transcriptions of *MtSWEET3c*, *MtSWEET11*, and *MtSWEET15c* were markedly enhanced at 4 or 28 days post inoculation (dpi) (Figure 5B), suggesting that they may play important roles in nodule development. Overall, our results revealed that different *MtSWEET* genes might function in diverse tissues of *M. truncatula*.

### 3.6. Expression Patterns of the MtSWEET Genes in Response to Abiotic Treatments

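Seedlings of *M. truncatula* cv. Jemalong A17, the inbred reference line of this model legume, were 4 weeks old when the stresses began. Libraries were made at 0, 2, 6 and 12 h of cold (4 °C), drought (dry filter paper) and salt stress (300 mM NaCl). Each stress and time point had 1 library, 12 in all, although the paper's methods describe the tests as triplicate. The differences between conditions therefore have no replicate check. None of these libraries was of unstressed seedlings at 2, 6 or 12 h, so a change with time alone cannot be told apart from the stress. The mapped reads in the paper's Table S2 were 32376706, 46330092, 56185408, and 27131295 at 0, 2, 6 and 12 h of cold, 35385118, 42449152, 36231499, and 27725619 of drought, and 29760086, 47796253, 45722270, and 29916762 of salt. Between 12105265 and 25207644 fragments per library were on genes (median 16368127), and 20766 to 22100 genes had an FPKM of at least 1. The FPKM values were used as deposited. A gene was called for a stress when its FPKM at 2, 6 or 12 h was at least 2 times or at most 0.5 times that of the 0 h library of the same stress, and its FPKM was at least 1 in at least 1 of the 4 libraries. A gene at 0 at 0 h was called when its later FPKM was at least 1. Log2 fold changes are given with 95% Clopper-Pearson intervals from the fragments and the mapped pairs. An exact two-sided binomial test compared the fragments of both libraries, with the size factors behind the normalized counts of Table S2 as the expected share and with Benjamini-Hochberg adjustment over 180 gene and time point pairs. These cover counting error only, so the test compares those libraries, not the conditions. Where a library had 3 fragments or fewer, the fold is given as a limit, with that library set to 3 fragments. This limit leaves out counting error, so the 95% interval can hold smaller folds.
The libraries at 0 h, taken before the stress, were the nearest to replicates in the design. The 2-fold rule was met by 525 of 22427 genes between the 0 h libraries of cold and drought, by 1435 of 22760 genes between those of cold and salt, and by 1380 of 22800 genes between those of drought and salt. The variance between these libraries was 1.55, 3.95, and 4.15 times that of counting error, so the intervals were narrower than the spread between unstressed libraries. Between a stressed library and its 0 h library, the variance was 9.71 to 61.2 times that of counting error. The scaling of the libraries could also change the numbers. The median ratio of a library to the geometric mean of all libraries was lower at each later time point than at 0 h, by a log2 of -0.10, -0.17, and -0.18 at 2, 6 and 12 h of cold, -0.10, -0.25, and -0.27 of drought, and -0.15, -0.10, and -0.26 of salt. Relative to this shift, the log2 fold changes of FPKM are higher by its size.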

To assess the potential functions of the *MtSWEET* genes in response to abiotic stress in *M. truncatula*, their expression patterns under drought, salt and cold stresses were analyzed by high-throughput sequencing data [50]. 

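The FPKM values of 11 *MtSWEET* genes were under 1 in all 12 libraries, namely *MtSWEET1b*, *MtSWEET4*, *MtSWEET5a*, *MtSWEET5b*, *MtSWEET5c*, *MtSWEET5d*, *MtSWEET6*, *MtSWEET9a*, *MtSWEET11*, *MtSWEET15a*, and *MtSWEET15b*. Among them the highest FPKM was 0.676 for *MtSWEET5b* at 12 h of drought, from 7 fragments. The gene with the fewest fragments was *MtSWEET9a*, with 2 in all libraries together. None of the 25 genes was at 0 in every library. Another 8 genes (*MtSWEET1a*, *MtSWEET3a*, *MtSWEET3b*, *MtSWEET3c*, *MtSWEET7*, *MtSWEET9b*, *MtSWEET15c*, and *MtSWEET15d*) reached an FPKM of 1 in some libraries. The FPKM values of 6 genes (*MtSWEET2a*, *MtSWEET2b*, *MtSWEET12*, *MtSWEET13*, *MtSWEET14*, and *MtSWEET16*) were at least 1 in all libraries. *MtSWEET12* ranged from 37 to 87.5 FPKM and *MtSWEET14* from 11.9 to 22.8, and neither passed the 2-fold rule under any stress. *MtSWEET12* came nearest, with 0.501 times its FPKM of 0 h at 12 h of drought (95% interval of the log2 fold change -1.11 to -0.89), just inside the threshold, and it passed the rule when the control was the mean of the 3 libraries at 0 h.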

In the transcriptome analysis using RNA-seq data, *MtSWEET* genes with FPKM values lower than 1 were considered to be barely expressed. The RNA-seq data indicated that 12 *MtSWEET* genes were responsive to the three abiotic stress conditions (Figure 6; Table S2). 

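Of the 25 *MtSWEET* genes, 12 passed the 2-fold rule at 1 or more time points, with 49 calls over genes and time points. The filter on low values moved this number most, to 15 genes without a filter and to 9 genes with an FPKM of at least 2. In the exact binomial test, 86 of the 180 gene and time point pairs had an adjusted p under 0.05. These included 40 of the 49 calls and another 46 pairs that were not past the 2-fold rule. The 9 calls that did not pass were *MtSWEET1a* at 6 and 12 h of cold, *MtSWEET3a* and *MtSWEET7* at 2 and 6 h of drought, *MtSWEET3b* and *MtSWEET9b* at 2 h of drought, and *MtSWEET15c* at 12 h of salt. Each of the 24 gene and stress pairs with a call had at least 1 call that passed. The paper's Table S2 lists the authors' own p-values for the same 180 pairs. In that table 13 pairs had a p under 0.05, and 2 had an FDR under 0.05, which were *MtSWEET9b* at 6 h (the paper's FDR of 0.000533) and at 12 h of drought (the paper's FDR of 0.00247).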

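*MtSWEET2b* rose from 17.9 FPKM at 0 h of cold to 65.7 at 6 h (594 and 3779 fragments), a log2 fold change of 1.87 (95% interval 1.75 to 2.00, adjusted p = 1.37e-306 from the exact binomial test). At 2 h its log2 fold change was 1.46, and at 12 h it was back to 0.50. The FPKM of *MtSWEET2b* covers the whole annotated 2046 bp, so these changes are not assigned to a part of the gene. *MtSWEET13* passed the rule at 12 h, where it rose from 50.5 to 104 FPKM with a log2 fold change of 1.04 (95% interval 0.93 to 1.15). Relative to the shift in scaling this was 1.22, and the rule was not met against each of the 3 libraries at 0 h or with a 3-fold threshold. *MtSWEET16* was lower at 12 h with a log2 fold change of -1.57 (95% interval -1.96 to -1.20, adjusted p = 1.52e-14 from the exact binomial test), which did not reach 3-fold. The other genes with lower values had few fragments. *MtSWEET1a* had 27 fragments at 0 h and 16 at 2 h, a log2 fold change of -1.27 (adjusted p = 0.0289 from the exact binomial test), and its later values did not pass the test (adjusted p = 0.081 and 0.123). It no longer met the rule with an FPKM of at least 2, with a pseudocount of 1, with a 3-fold threshold or against each of the 3 libraries at 0 h. *MtSWEET15d* had 15 fragments at 0 h and 1 at 12 h (adjusted p = 0.00945 from the exact binomial test). Its limit was 4.19-fold lower, but the 95% interval of the log2 fold change, -9.05 to -0.95, reached inside 2-fold. It did not meet the rule with an FPKM of at least 2 or a pseudocount of 1. *MtSWEET15c* had 46 fragments at 0 h and 11 at 12 h, a log2 fold change of -1.81 (adjusted p = 0.0011 from the exact binomial test). Its FPKM already ranged from 0.949 to 3.34 between the 3 libraries at 0 h, past 2-fold, and it did not meet the rule against each of them.

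**Figure D1:**
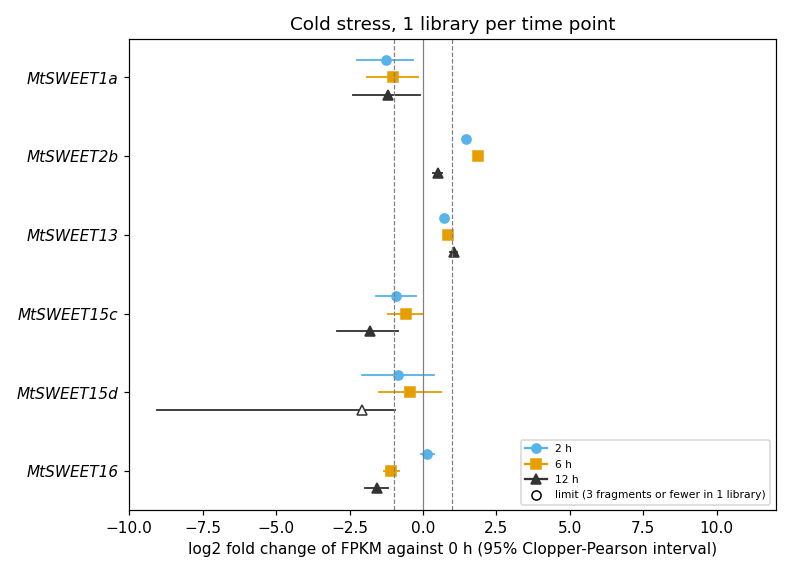
Fold changes of the *MtSWEET* genes called under cold stress. The x axis is the log2 fold change of FPKM against the 0 h library of the same stress, and each point is 1 library with its 95% Clopper-Pearson interval, which covers counting error only. Open symbols are limits where 1 library had 3 fragments or fewer, an interval without a symbol had 3 or fewer in both, an interval without a bound runs to the edge, and dashed lines mark 2-fold. *MtSWEET2b* lies at 1.87 at 6 h and *MtSWEET16* at -1.57 at 12 h.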

Under cold stress, two (*MtSWEET2b* and *MtSWEET13*) and four *MtSWEET* genes (*MtSWEET1a*, *MtSWEET15c*, *MtSWEET15d*, and *MtSWEET16*) were significantly up- and down-regulated at certain time points (|log2 fold change| ≥ 1), respectively (Figure 6; Table S2). 

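The largest change under drought was that of *MtSWEET9b*, which rose from 0.341 FPKM at 0 h to 45.1 at 6 h and 28.9 at 12 h. Its log2 fold change at 6 h was 7.05, with a wide interval (95%, 5.82 to 8.67) because only 5 fragments were found at 0 h against 677. *MtSWEET13* rose to 172 FPKM at 6 h and a log2 fold change of 2.09 (95% interval 1.99 to 2.19) at 12 h. *MtSWEET3a* had 1 fragment at 0 h and 31 at 12 h (adjusted p = 2.78e-11 from the exact binomial test). The limit was 13.2-fold higher (95% interval of the log2 fold change 2.72 to 10.66). *MtSWEET3b* had 2 fragments at 0 h, none at 2 h and 15 at 12 h (adjusted p = 0.000147 at 12 h from the exact binomial test). At 12 h its limit was 6.38-fold higher (95% interval of the log2 fold change 1.15 to 6.43). The rule also counts its value of 0 at 2 h as lower, from fragment numbers that give no fold. Neither *MtSWEET3a* nor *MtSWEET3b* met the rule with an FPKM of at least 2, nor *MtSWEET3b* with a pseudocount of 1. *MtSWEET7* had 3 fragments at 0 h and 1 at 2 h (adjusted p = 0.499 from the exact binomial test), a decrease that was not detectable at this depth. It then had 11 fragments at 6 h and 36 at 12 h, the latter 15.3-fold higher (95% interval of the log2 fold change 2.27 to 6.28). *MtSWEET16* fell from 301 fragments to 34 at 6 h, a log2 fold change of -3.18 (95% interval -3.74 to -2.67), and stayed lower at 12 h at -2.42. *MtSWEET1a* was lower at 12 h only, with 29 fragments at 0 h and 2 at 12 h (adjusted p = 0.000181 from the exact binomial test). Its limit was 7.57-fold lower (95% interval of the log2 fold change -6.62 to -1.52). It did not meet the rule with an FPKM of at least 2. *MtSWEET15c* had a log2 fold change of -2.01 (95% interval -2.87 to -1.23) at 6 h, from the highest of its 3 values at 0 h, and did not meet the rule against each of them. *MtSWEET3c* was also lower at 6 and 12 h.

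**Figure D2:**
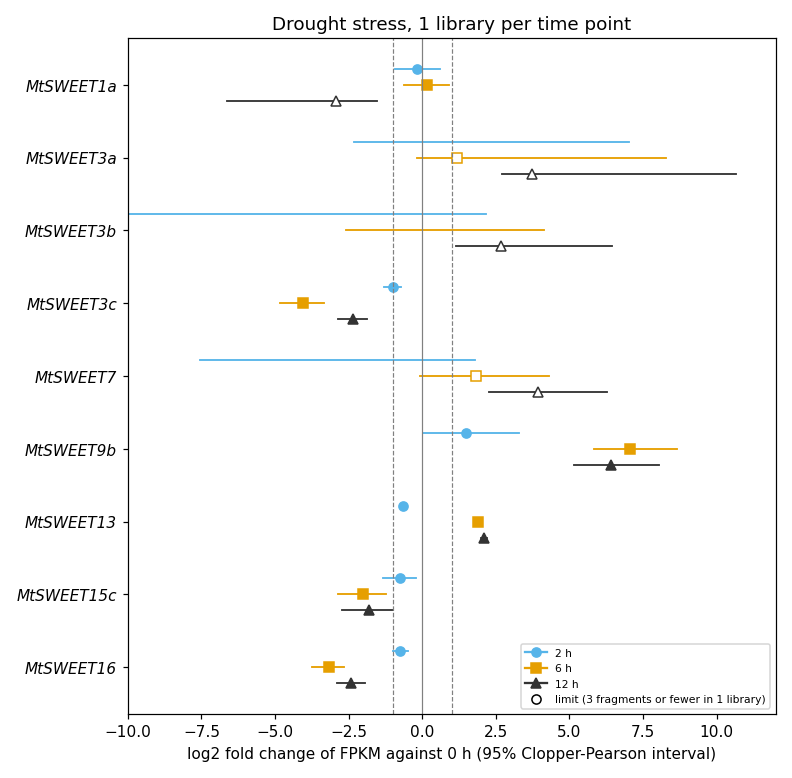
Fold changes of the *MtSWEET* genes called under drought stress. The x axis is the log2 fold change of FPKM against the 0 h library of the same stress, and each point is 1 library with its 95% Clopper-Pearson interval, which covers counting error only. Open symbols are limits where 1 library had 3 fragments or fewer, an interval without a symbol had 3 or fewer in both, an interval without a bound runs to the edge, and dashed lines mark 2-fold. *MtSWEET9b* lies at 7.05 at 6 h and *MtSWEET16* at -3.18.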

A total of eight *MtSWEET* genes showed significant changes in their expression levels under drought stress, including four up-regulated genes (*MtSWEET3a*, *MtSWEET3b*, *MtSWEET9b*, and *MtSWEET13*) and another four down-regulated genes (*MtSWEET1a*, *MtSWEET3c*, *MtSWEET15c*, and *MtSWEET16*), while the expression of *MtSWEET7* showed a decrease at 2 h but remarkable increases at 6 h and 12 h (Figure 6; Table S2). 

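Under salt stress, *MtSWEET1a* rose from 1.2 FPKM at 0 h to 15.6 at 12 h (19 and 248 fragments), a log2 fold change of 3.70 (95% interval 3.03 to 4.46, adjusted p = 1.86e-60 from the exact binomial test). *MtSWEET9b* had 1 fragment at 0 h and 78 at 12 h. Its limit was 25.9-fold higher (95% interval of the log2 fold change 3.76 to 11.60). *MtSWEET7* had no fragment at 0 h and 23 at 6 h, at least 4.99-fold higher (adjusted p = 2.07e-05 from the exact binomial test), and did not meet the rule with an FPKM of at least 2. *MtSWEET2b* rose to a log2 fold change of 1.3 (95% interval 1.16 to 1.45) at 12 h, and *MtSWEET13* to 1.40 (95% interval 1.31 to 1.5) at 6 h. *MtSWEET2a* fell from 6.28 to 1.64 FPKM at 12 h, a log2 fold change of -1.94 (95% interval -2.61 to -1.32). *MtSWEET3c* was lower at each time point, down to -3.16 (95% interval -3.76 to -2.60) at 12 h. *MtSWEET16* was higher at 2 h with a log2 fold change of 1.31 (95% interval 1.08 to 1.55) and lower at 12 h with -2.24 (95% interval -2.78 to -1.73). The rise did not meet the rule against each of the 3 libraries at 0 h, and none of the rises of *MtSWEET2b*, *MtSWEET13*, *MtSWEET15c*, and *MtSWEET16* reached 3-fold. *MtSWEET15c* had log2 fold changes of 1.27 at 2 h and 1.38 at 6 h, but its FPKM of 2.29 and 2.47 lay within the range of the libraries at 0 h, and against their mean the value at 6 h was 0.12. At 12 h it had 7 fragments against 16 at 0 h, a decrease that did not pass the exact binomial test (adjusted p = 0.32).

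**Figure D3:**
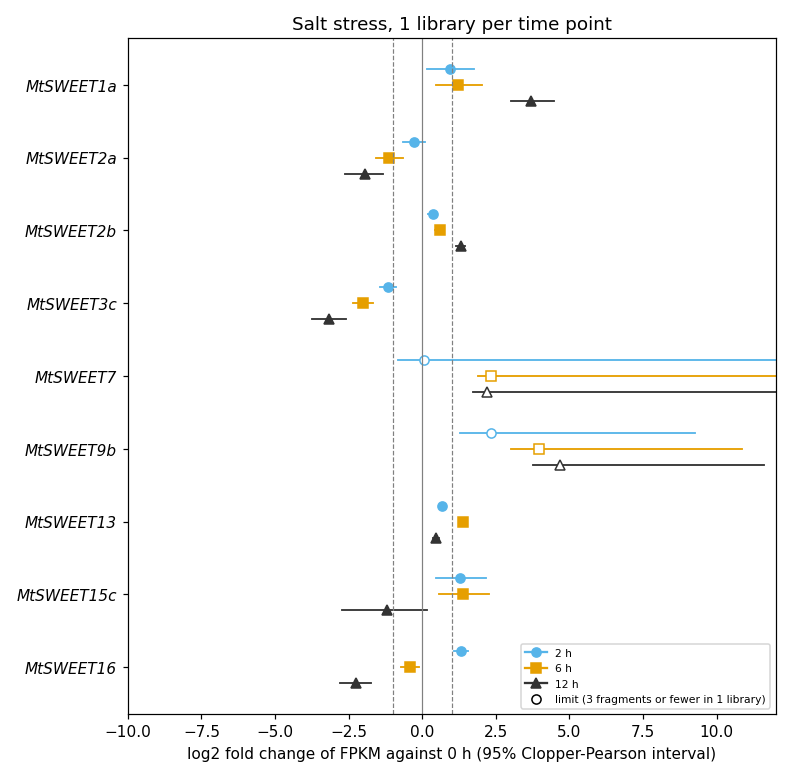
Fold changes of the *MtSWEET* genes called under salt stress. The x axis is the log2 fold change of FPKM against the 0 h library of the same stress, and each point is 1 library with its 95% Clopper-Pearson interval, which covers counting error only. Open symbols are limits where 1 library had 3 fragments or fewer, an interval without a symbol had 3 or fewer in both, an interval without a bound runs to the edge, and dashed lines mark 2-fold. *MtSWEET1a* lies at 3.70 and *MtSWEET3c* at -3.16 at 12 h.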

Under salt stress, five (*MtSWEET1a*, *MtSWEET2b*, *MtSWEET7*, *MtSWEET9b*, and *MtSWEET13*) and two *MtSWEET* genes (*MtSWEET2a* and *MtSWEET3c*) were significantly up-regulated and down-regulated, respectively, while the transcripts of *MtSWEET15c* and *MtSWEET16* showed an obvious increase at 2 h but a sharp decrease at 12 h (Figure 6; Table S2). These results indicated that *MtSWEET* genes play important roles in the responses to different stress treatments.

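The number of responsive *MtSWEET* genes was set against 10000 random lists of 25 genes, each gene drawn from the 200 genes nearest to a *MtSWEET* gene in mean FPKM. The random lists held a median of 9 genes past the 2-fold rule under any stress (5th to 95th percentile, 6 to 12), so the observed 12 lay at the 95th percentile of the lists, and 693 lists (6.93%) held as many. Counting tied lists at their middle, its percentile was 95.6. Without the filter on low FPKM it was 37.6, and with a 3-fold threshold it was 99.9. This describes these libraries only.

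**Figure D4:**
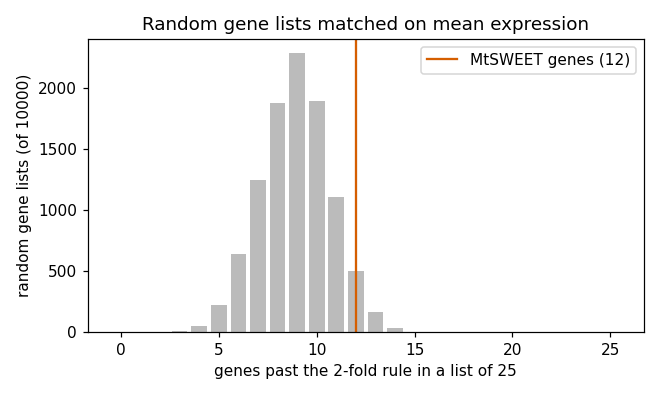
Random gene lists matched on mean expression. The x axis is the number of genes past the 2-fold rule in a list of 25 and the y axis the number of random lists out of 10000; the line marks the 12 *MtSWEET* genes, which 693 of the lists reached.

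The 2-fold rule was met by many genes of the whole table. At 2, 6 and 12 h it was met by 2885, 4541, and 5060 of 23266 genes under cold, by 4657, 9280, and 9150 of 24038 genes under drought, and by 6357, 7439, and 10635 of 24418 genes under salt. At 12 h, 32% of the genes past the rule were higher under cold, 33.7% under drought and 38.2% under salt. After median-ratio scaling these shares were 45.6%, 47.4%, and 49.4%.

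**Figure D5:**
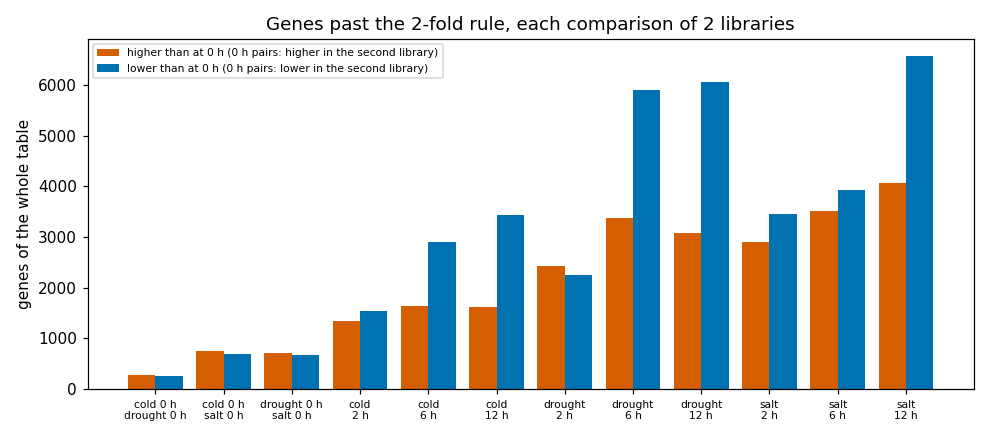
Genes of the whole table past the 2-fold rule. Each pair of bars is a comparison of 2 libraries, either a later time point with 0 h of the same stress or a pair of libraries at 0 h, and the y axis is the number of genes that were higher or lower; at 12 h of salt 4058 genes were higher and 6577 lower.

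From the changes in transcript levels of the 12 *MtSWEET* genes, the paper concludes that *MtSWEET* genes play important roles in the responses to the stress treatments.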

The qRT-PCR was performed to verify the transcript levels of four selected *MtSWEET* genes in response to the above stresses. As shown in Figure 7, consistent with the results of the RNA-seq data analysis, the expression of the selected *MtSWEET* genes was significantly changed by the three stress treatments, indicating the reliability of RNA-seq data. However, there were some differences between the results of qRT-PCR and RNA-seq. 

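In the RNA-seq data, *MtSWEET2a*, *MtSWEET3c*, and *MtSWEET16* stayed inside the 2-fold rule at several time points. Under cold, *MtSWEET2a* had log2 fold changes of -0.05 at 2 h and -0.06 at 6 h, both of which became positive after rescaling to TPM or by the median ratio, and -0.86 (95% interval -1.41 to -0.33) at 12 h. *MtSWEET3c* had 0.09 and -0.09 at 2 and 6 h of cold, the latter also changing sign with those scalings, and 0.60 (95% interval 0.37 to 0.84) at 12 h. *MtSWEET16* had 0.15 at 2 h of cold, and its value at 6 h was past the rule at -1.08. That call was not met with the median ratio (-0.91), TPM, a pseudocount of 1 or the mean of the 3 libraries at 0 h as the control. Under drought, *MtSWEET2a* had 0.38, -0.45, and -0.45 at 2, 6 and 12 h, with intervals that include 0 at each time point. The last 2 values became positive after division by the FPKM of *ACTIN*, an alternative chosen after the data were seen. At 2 h of drought *MtSWEET16* had -0.74. Under salt, *MtSWEET2a* had -0.27 at 2 h and *MtSWEET16* had -0.41 at 6 h. The *ACTIN* gene (Medtr3g095530), the standard control of the qRT-PCR, was itself in the RNA-seq data. Its FPKM was 264 at 0 h and 255 at 12 h of cold, 275 and 168 of drought, and 262 and 185 of salt. The log2 fold changes at 12 h were -0.05, -0.71, and -0.50, and relative to the shift in scaling those of drought and salt were -0.44 and -0.24.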

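*MtSWEET3c* (Medtr1g028460) had 12.5 FPKM at 0 h of drought, 6.26 at 2 h, 0.76 at 6 h and 2.45 at 12 h, from 273, 164, 17, and 42 fragments. The value at 2 h, with a 95% interval of the log2 fold change from -1.29 to -0.71, was just inside the threshold, and past it against the mean of the 3 libraries at 0 h. The log2 fold change was -4.04 (95% interval -4.84 to -3.33, adjusted p = 6.17e-52 from the exact binomial test) at 6 h and -2.35 (95% interval -2.85 to -1.88, adjusted p = 2.39e-23 from the same exact test) at 12 h. Divided by the FPKM of *ACTIN*, the value at 12 h was -1.63.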

For example, under drought treatment, the transcription of *MtSWEET3c* increased and peaked at 12 h in the qRT-PCR data (Figure 7B), while it was suppressed in the RNA-seq data (Figure 6; Table S2).

### 3.7. Yeast Complementation Assays of MtSWEET Proteins

To investigate the sugar transport abilities of MtSWEET proteins, six *MtSWEET* genes were expressed in the yeast mutants of EBY.VW4000 and SUSY7/ura3. Compared with the transformants expressing pDR196, MtSWEET5b allowed the uptake of fructose, glucose, galactose, and mannose, MtSWEET7 enabled the uptake of glucose, galactose, and mannose but not fructose, while MtSWEET3c was able to restore the growth on the medium supplemented with glucose and mannose (Figure 8A). However, MtSWEET16 only enabled mannose uptake in the yeast EBY.VW4000 mutant (Figure 8A). In addition, MtSWEET5b, MtSWEET7, MtSWEET9b, MtSWEET15b, and MtSWEET16 conferred sucrose uptake in the yeast SUSY7/ura3 mutant (Figure 8B). These results revealed that MtSWEETs might be involved in plant growth by regulating the transport of sugars.

## 4. Discussion

### 4.1. SWEET Genes in M. truncatula and Their Evolution

The *SWEET* family genes play diverse physiological and biological roles in plants. In this study, we identified 25 *SWEET* genes in the genome of *M. truncatula*, and the number was comparable to that in various plant species, such as *Arabidopsis* (17 genes) [1,2], cucumber (17 genes) [5,35], rice (21 genes) [30], sorghum (23 genes) [34], banana (25 genes) [32], tomato (29 genes) [32], cabbage (30 genes) [43], potato (35 genes) [33], and rubber tree (36 genes) [36]. Gene duplication, including tandem and segmental duplication events, can be a crucial factor that affects plant genome evolution [56,57], and contributes to the expansion of *SWEET* gene family in various plant species [12,58]. For example, two and seven pairs of tandemly duplicated genes were detected in cucumber and cotton, respectively [35,59]. In wheat, a total of 22 tandem duplication events and five segmental duplication events were identified [13]. In the present study, a total of 12 and eight *MtSWEET* genes were found to be tandemly and segmentally duplicated (Figure 2). It is noteworthy that MtSWEET2b is an extaSWEET that contains 15 TMHs (Table 1, Figure S1) derived from the duplication of 7-TMHs, and this sub-type of SWEETs has also been reported in other plants, such as grape (*V. vinifera*) [11], wild rice (*O. punctata*) [12], and cabbage (*B. oleracea*) [43]. The results revealed that the *SWEET* gene family in *M. truncatula* has also undergone expansion during the plant’s evolution.

Similar to the case in other plants [1,35,36], MtSWEETs can be classified into four clades, and the number of members in clade III is larger than that other clades (Figure 1). In addition, most *MtSWEET* genes possess six exons and five introns, which is consistent with the results in other plants, such as tomato [32], soybean [11], pear [60], *H. brasiliensis* [36], cucumber [35], and *B. rapa* [40,41], suggesting that the *SWEET* genes have been highly conserved during evolution. Moreover, the *MtSWEET* genes clustered together exhibited roughly the same gene structures in terms of the amounts of introns and lengths of exons (Figure 4), implying their similar functional roles in *M. truncatula*. However, some closely related *MtSWEET* genes displayed similar exon/intron structures but different exon/intron numbers, such as *MtSWEET4/MtSWEET5a* and *MtSWEET13/MtSWEET14* (Figure 4), suggesting the occurrence of intron/exon gain or loss events during the evolution of *SWEET* family genes in *M. truncatula*. 

### 4.2. Substrate Specificity of MtSWEET Proteins

Previous studies have suggested that the SWEETs of clades I and II prefer to transport hexose including glucose, fructose and galactose, and the SWEETs of clade III mainly transport sucrose, while those of clade IV mediate unidirectional transport of fructose [1,2,20,21,22]. In this study, yeast complementation assays were employed to examine the capability of MtSWEET proteins to transport sugars, including fructose, glucose, galactose, mannose, and sucrose. Among the detected MtSWEETs, a clade I MtSWEET member, MtSWEET3c, was found to function as a putative hexose transporter, contributing to the uptake of glucose and mannose in the yeast EBY.VW4000 mutant (Figure 8A). Another clade I MtSWEET member, MtSWEET1b, was found to function as a glucose transporter in the yeast mutant EBY.VW4000 [61]. In addition, two clade II MtSWEETs, MtSWEET5b and MtSWEET7, exhibited transport abilities for not only hexoses, but also sucrose (Figure 8). The sucrose transport activity of clade I and II SWEETs has also been reported in other plants. For example, LjSWEET3 can transport sucrose but not glucose when expressed in yeast [62]. Tea plant CsSWEET1a can also restore the yeast growth on media supplemented with sucrose [39]. A previous study has shown that a clade III member MtSWEET11 mediates the transport of sucrose but not that of glucose when expressed in HEK293T cells [63]. In this study, two other clade III members (MtSWEET9b and MtSWEET15b) were found to mainly utilize sucrose as substrate. Similarly, sweet potato IbSWEET10, cotton GhSWEET12, cucumber CsSWEET10 and CsSWEET12c enabled sucrose uptake in the yeast SUSY7/ura3 mutant but did not allow hexose uptake in yeast EBY.VW4000 mutant [5,29,64]. Furthermore, many clade III members, such as ZmSWEET13a, ZmSWEET13b, ZmSWEET13c, OsSWEET11, AtSWEET11, and AtSWEET12, have been characterized as sucrose transporters for phloem loading [2,65,66]. Members of clade IV (AtSWEET16 and AtSWEET17) were shown to mediate the transport of fructose [20,21,22], but cucumber CsSWEET17a functions in glucose uptake and CsSWEET17c functions in the uptake of glucose, galactose, and fructose in yeast [5]. In this study, MtSWEET16 was the only member in clade IV and could restore the growth of *M. truncatula* on the medium containing mannose and sucrose (Figure 8), suggesting its particular role in *M. truncatula*. Similarly, tea plant CsSWEET17 can also rescue the uptake of glucose, sucrose, fructose, galactose, and mannose when expressed in yeast [39]. Therefore, SWEETs might play distinct biological roles in *M. truncatula* through transporting different sugar molecules.

### 4.3. Functions of MtSWEET Genes in Different Tissues and in Response to Various Abiotic Stresses

*SWEET* genes have been shown to have different expression patterns to exert various functions during plant growth and development. In this study, a total of fourteen *MtSWEET* genes were found to be expressed based on the MtGEA data, and the expression of these *MtSWEET* also exhibited spatial differences. For example, several *MtSWEET* genes, including *MtSWEET1a*, *MtSWEET9b*, *MtSWEET13* and *MtSWEET14*, exhibited the highest expression levels in flowers (Figure 5A), indicating that they may participate in sugar transport for flower development of *M. truncatula*. AtSWEET9 functions as a nectary-specific sucrose transporter and plays a vital role in nectar secretion [17]. MtSWEET9b is an ortholog of AtSWEET9, and also catalyzes the transport of sucrose (Figure 8). Therefore, it can be speculated that MtSWEET9b may have a similar function to AtSWEET9. Besides the flower, three clade III members (*MtSWEET12*, *MtSWEET13*, and *MtSWEET14*) were also highly expressed in the leaf, implying that they may be involved in phloem loading and long-distance translocation of sucrose, just like their orthologs such as AtSWEET11 and AtSWEET12 [2], ZmSWEET13a, b and c [66]. In addition, *MtSWEET1b*, *MtSWEET12*, *MtSWEET15a*, and *MtSWEET15b* were highly expressed in developing seeds (Figure 5A), implying their potential roles in seed filling. ZmSWEET4c and its rice ortholog OsSWEET4 display high expression during seed development and play a key role in seed filling by improving the mobilization of hexoses into the endosperm [16]. OsSWEET11 and OsSWEET15 contribute to sucrose translocation towards the developing endosperm for seed filling [67,68]. AtSWEET11, AtSWEET12 and AtSWEET15 also display specific spatiotemporal expression patterns in developing seeds, and play a necessary role in seed filling by regulating sucrose efflux during seed development [69]. Moreover, several *MtSWEET* genes, such as *MtSWEET1b*, *MtSWEET3c*, *MtSWEET11*, *MtSWEET12*, and *MtSWEET15c*, were preferentially expressed during nodule development (Figure 5B), indicating their roles in the sugar efflux that eventually feeds the symbionts [70]. In previous studies, the expression of *MtSWEET15c/MtN3* and *MtSWEET11* was found to be restricted to the nodule [63,71], and no symbiotic defects were observed in the *mtsweet11* mutants [63], indicating that other sucrose transporters may compensate its function. Very recently, MtSWEET1b was found to function in the transport of glucose across the peri-arbuscular membrane to maintain arbuscules for a healthy mutually beneficial symbiosis [61]. Therefore, *MtSWEET1b*, *MtSWEET3c*, *MtSWEET11*, *MtSWEET12*, and *MtSWEET15c* may contribute to nodule development with seemingly redundant functions. 

Source-to-sink transport of sugars can modify the carbohydrate distribution and homeostasis that contribute to the tolerance of plants to abiotic stresses [54,72]. Many *SWEET* genes were regulated by various abiotic stresses, suggesting that they may play regulatory roles in the responses to various abiotic stresses by controlling sugar allocation. For example, the *atsweet11/atsweet12* double mutants showed enhanced sugar accumulation in response to cold treatment, which further enhanced freezing tolerance [18]. Transgenic plants overexpressing *AtSWEET4* accumulated more glucose and fructose than wild-type plants, and displayed increases in plant size and freezing tolerance [73]. In the present study, almost half (12/25) of *MtSWEET* genes exhibited extensive responses to cold, salt, and drought stresses (Figure 6; Table S2), and similar results were also observed in banana [6], tea plant [39], and cotton [59,74]. It is worth noting that the transcript levels of seven *MtSWEET* genes (*MtSWEET1a*, *MtSWEET2b*, *MtSWEET3c*, *MtSWEET9b*, *MtSWEET13*, *MtSWEET15c*, and *MtSWEET16*) were significantly altered by at least two of the three treatments (Figure 6 and Figure 7; Table S2). These results indicate that these genes may regulate stress responses by modulating sugar levels under stress conditions. Similarly, AtSWEET16 mediates the transport of fructose, glucose, and sucrose, and its expression decreased under cold stress. 

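The 2-fold rule was met under at least 2 stresses by 8 genes, which were the 7 genes named and *MtSWEET7*, called under drought and salt. *MtSWEET1a*, *MtSWEET13*, *MtSWEET15c*, and *MtSWEET16* were called under all 3 stresses. *MtSWEET2b* was called under cold and salt, and *MtSWEET3c*, *MtSWEET7*, and *MtSWEET9b* under drought and salt. With an FPKM of at least 2 the number was 6, without *MtSWEET1a* and *MtSWEET7*. With a 3-fold threshold it was also 6, without *MtSWEET2b* and *MtSWEET13*. When the call had to hold against each of the 3 libraries at 0 h, 7 genes were left, without *MtSWEET15c*, the only *MtSWEET* gene past the rule between libraries at 0 h.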

*AtSWEET16*-overexpressing plants exhibited remarkably increased freezing tolerance, probably due to an accumulation of sugars in the leaf under this stress [20]. Tea plant CsSWEET16 is also responsive to cold stress and functions in exporting fructose from vacuoles, which contributes to cold tolerance in transgenic *Arabidopsis* plants [39]. In addition, *MtSWEET1a* was suppressed under cold and drought stress conditions but induced by salt stress, while *MtSWEET13* was up-regulated by these treatments (Figure 6 and Figure 7; Table S2), implying that *M. truncatula* might have evolved different mechanisms to adapt to various abiotic stresses.

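Not every time point of these genes moved in the same direction. *MtSWEET1a* was near its value at 0 h during the first hours of drought, with a log2 fold change of -0.17 (95% interval -0.94 to 0.62) at 2 h and 0.15 (95% interval -0.61 to 0.92) at 6 h. Under salt it was already higher at 2 h with 0.93 (95% interval 0.16 to 1.76, adjusted p = 0.00931 from the exact binomial test) and at 6 h with 1.22 (95% interval 0.47 to 2.04). Its cold values rested on 10 to 27 fragments per library. *MtSWEET13* had log2 fold changes of 0.73 at 2 h and 0.84 at 6 h of cold, and of 0.66 at 2 h and 0.46 at 12 h of salt, below the 2-fold rule. With the median ratio the value at 6 h of cold was 1.01, past the rule, as is the paper's value in Table S2. At 2 h of drought it was lower, with -0.64 (95% interval -0.77 to -0.51, adjusted p = 3.33e-15 from the exact binomial test), before its rise at 6 h. The 0 h libraries of *MtSWEET13* spread from 46.4 to 55.8 FPKM, and its value at 2 h of drought, 29.8, lay below that range.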

## 5. Conclusions

In summary, 25 *MtSWEET* genes were identified in *M. truncatula*, and their characteristics, chromosomal distributions, gene structures, and phylogenetic relationships were analyzed. In addition, the expression profiles of the *MtSWEET* genes in different developmental stages/tissues and in response to various abiotic stresses were also examined based on the microarray and RNA-seq data, respectively. Furthermore, the sugar transport abilities of MtSWEET proteins were determined by yeast complementation assays. Our findings provide important clues for further studying the biological functions of the MtSWEET proteins in the future.

## Figures and Tables

**Figure 1:**
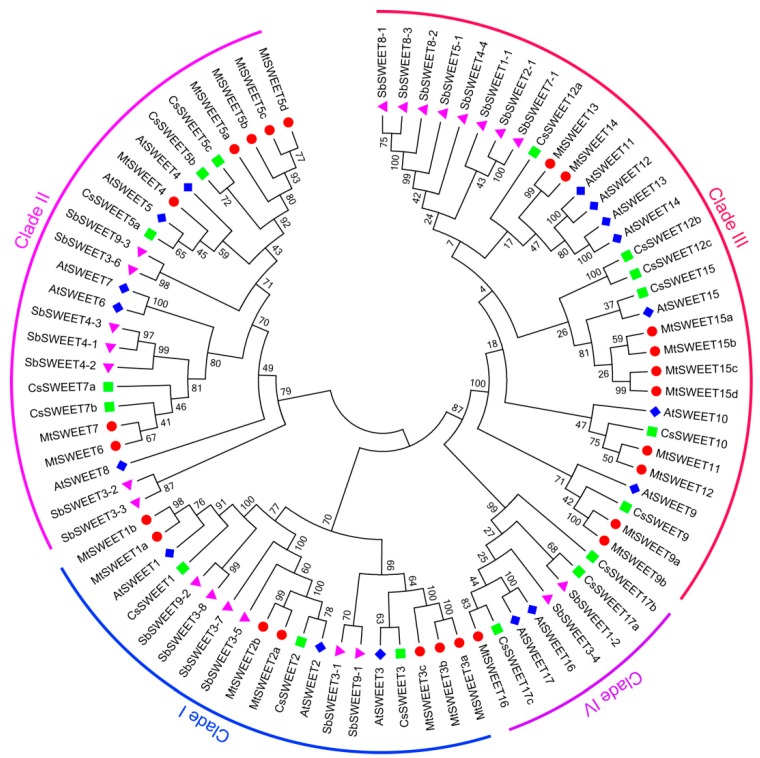
Phylogenetic relationships of the *SWEET* family genes in *Arabidopsis*, sorghum, cucumber, and *M. truncatula*. The sequences of the 82 SWEET proteins from the above four plant species were aligned by Clustal Omega, and the phylogenetic tree was constructed by the MEGA 7.0 using the NJ method with 1000 bootstrap replicates. The proteins from *Arabidopsis*, sorghum, cucumber, and *M. truncatula* are indicated with the prefixes of At, Sb, Cs, and Mt, respectively.

**Figure 2:**
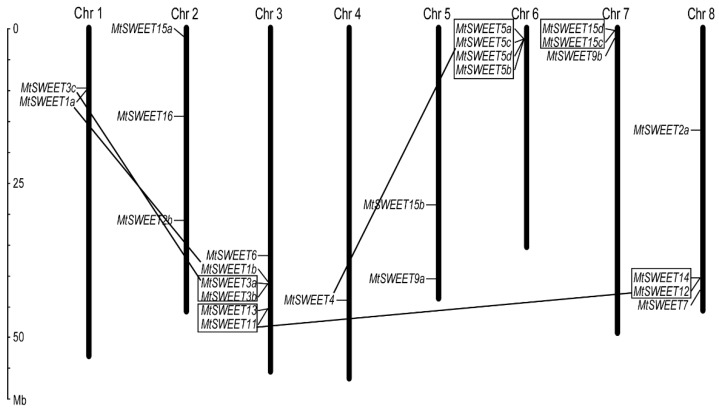
Locations and duplications of *MtSWEET* genes on *M. truncatula* chromosomes. The black lines indicate segmentally duplicated genes, and the tandemly duplicated genes are boxed. The scale is provided in megabase (Mb).

**Figure 3:**
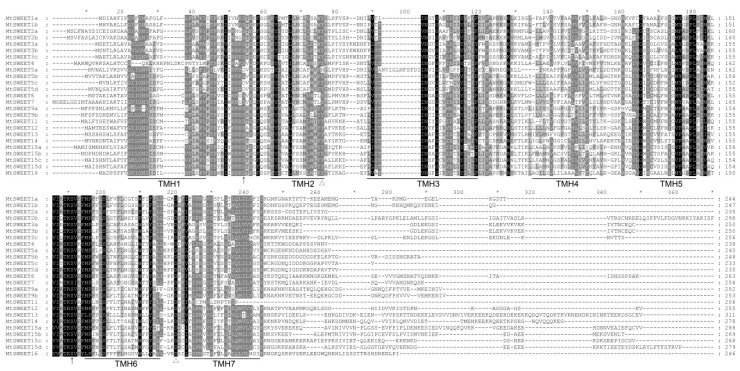
Multiple sequence alignment of MtSWEET proteins. The positions of the TMHs are underlined. The positions of the active sites of tyrosine (Y) and aspartic acid (D) are indicated by triangles. The conserved serine (S) phosphorylation sites are indicated by arrows. The sequence of MtSWEET2b was truncated.

**Figure 4:**
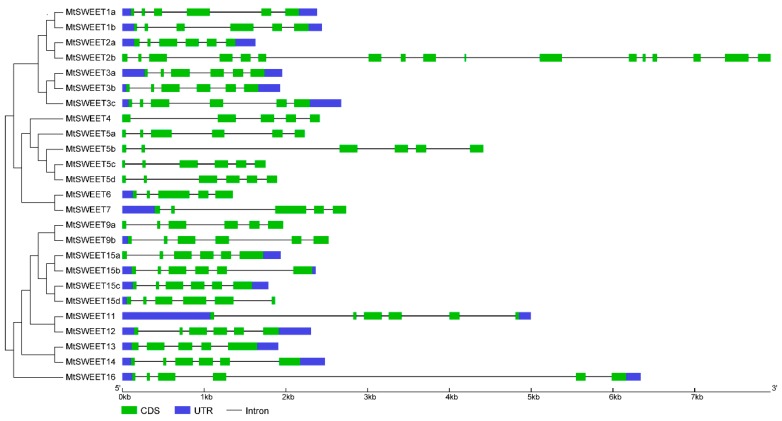
Gene structures of the *MtSWEET* genes according to their phylogenetic relationships. The blue boxes, green boxes, and black lines indicate UTRs (untranslated regions), CDSs, and introns, respectively.

**Figure 5:**
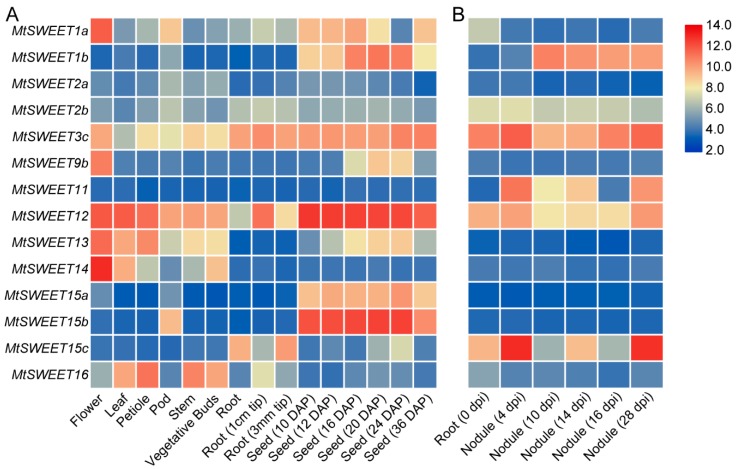
Expression analysis of the *MtSWEET* genes in different developmental tissues (**A**) and during nodule development (**B**) of *M. truncatula* using microarray data. The expression levels of the *MtSWEET* genes are shown as the log_2_-based fluorescence intensity values from the microarray data (MtGEA, https://mtgea.noble.org/v3/). DAP, days after pollination. dpi, days post inoculation.

**Figure 6:**
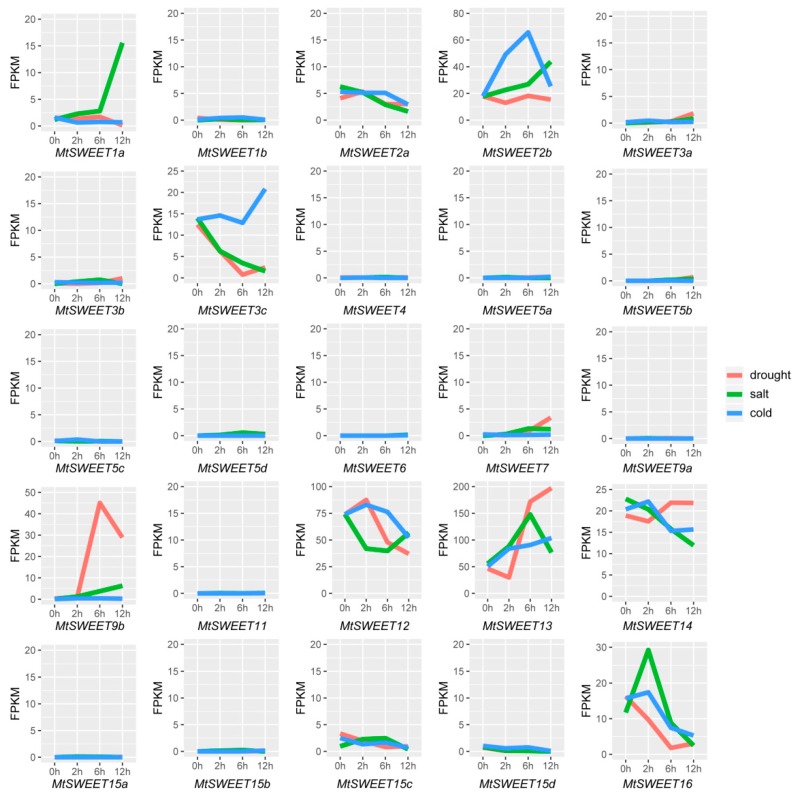
Expression patterns of *MtSWEET* genes in response to cold, drought, and salt stresses. The expression levels of the *MtSWEET* genes are shown as the FPKM values based on the RNA-seq data in our previous study [50].

**Figure 7:**
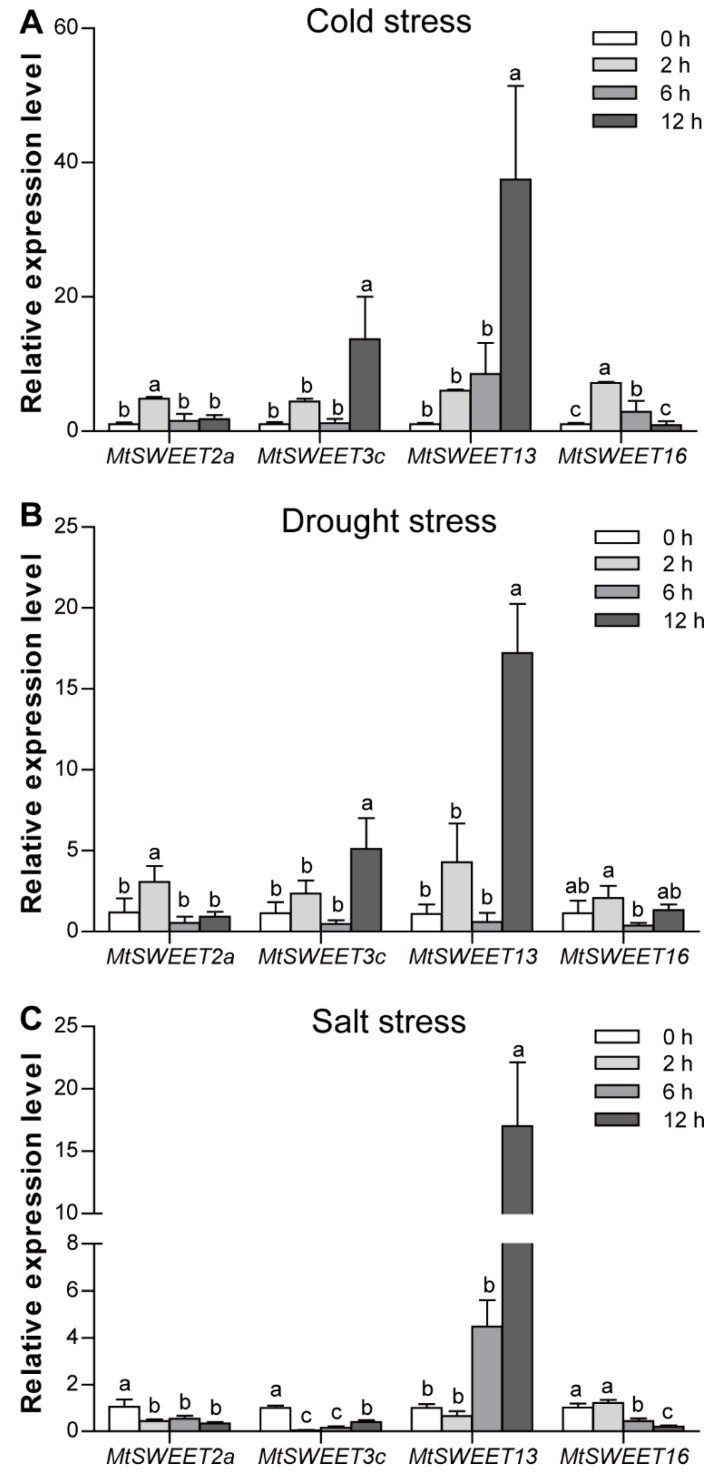
Expression levels of four selected *MtSWEET* genes in response to cold (**A**), drought (**B**), and salt (**C**) stress conditions. Expression of the genes at 0 h was set as 1, and different letters indicate statistically significant differences (Duncan’s test, *p* < 0.05).

**Figure 8:**
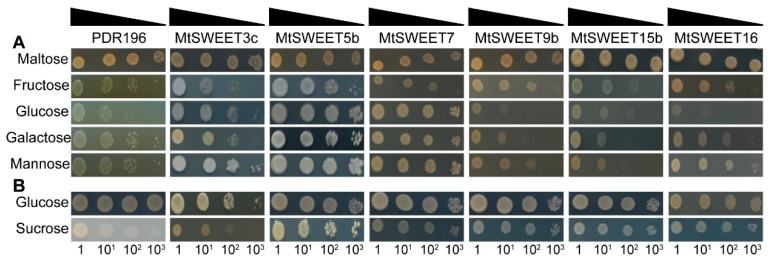
Substrate specificity analysis of six selected MtSWEET proteins in yeast mutant strains EBY.VW4000 (**A**) and SUSY7/ura3 (**B**). Cells were serially 10-fold diluted (10-, 100- and 1000-fold) and spotted on solid SD media supplemented with 2% concentration of different sugar substrates. Maltose and glucose were the sole carbon sources for the positive controls of EBY.VW4000 and SUSY7/ura3 cells, respectively.

**Table 1:** *SWEET* gene family in *Medicago truncatula*.

Gene Name	Accession No.	Clade	Chromosomal Location	gDNA Size (bp)	CDS Size (bp)	Protein Physicochemical Characteristics			TMHs
						Length (aa)	MW (kDa)	pI	
*MtSWEET1a*	Medtr1g029380	I	chr1: 10054058..10056439 (+)	2382	735	244	26.95	9.36	7
*MtSWEET1b*	Medtr3g089125	I	chr3: 40831984..40834426 (−)	2443	744	247	27.50	9.36	7
*MtSWEET2a*	Medtr8g042490	I	chr8: 16377347..16378975 (+)	1629	708	235	26.11	8.70	7
*MtSWEET2b*	Medtr2g073190	I	chr2: 30983345..30991272 (−)	7928	2046	681	73.63	8.75	15
*MtSWEET3a*	Medtr3g090940	I	chr3: 41296423..41298378 (+)	1956	753	250	27.50	9.09	7
*MtSWEET3b*	Medtr3g090950	I	chr3: 41306407..41308335 (+)	1929	753	250	27.74	9.23	7
*MtSWEET3c*	Medtr1g028460	I	chr1: 9609945..9612620 (−)	2676	771	256	28.13	9.30	7
*MtSWEET4*	Medtr4g106990	II	chr4: 43976500..43978913 (−)	2414	717	238	27.32	9.58	6
*MtSWEET5a*	Medtr6g007610	II	chr6: 1673915..1676144 (−)	2230	723	240	27.02	5.88	7
*MtSWEET5b*	Medtr6g007637	II	chr6: 1699177..1703592 (−)	4416	747	248	27.52	9.06	7
*MtSWEET5c*	Medtr6g007623	II	chr6: 1684113..1685864 (−)	1752	702	233	26.22	8.96	7
*MtSWEET5d*	Medtr6g007633	II	chr6: 1694537..1696430 (−)	1894	708	235	26.41	9.08	7
*MtSWEET6*	Medtr3g080990	II	chr3: 36674946..36676295 (+)	1350	792	263	28.82	9.25	7
*MtSWEET7*	Medtr8g099730	II	chr8: 42223590..42226325 (−)	2736	771	256	27.94	9.05	7
*MtSWEET9a*	Medtr5g092600	III	chr5: 40443899..40445866 (−)	1968	759	252	28.43	9.15	7
*MtSWEET9b*	Medtr7g007490	III	chr7: 1515108..1517630 (+)	2523	762	253	28.59	8.18	7
*MtSWEET11*	Medtr3g098930	III	chr3: 45314680..45319675 (+)	4996	621	206	23.53	9.55	6
*MtSWEET12*	Medtr8g096320	III	chr8: 40403635..40405942 (+)	2308	768	255	28.52	9.80	7
*MtSWEET13*	Medtr3g098910	III	chr3: 45309861..45311769 (+)	1909	936	311	35.25	7.59	7
*MtSWEET14*	Medtr8g096310	III	chr8: 40382758..40385234 (+)	2477	837	278	31.40	8.59	7
*MtSWEET15a*	Medtr2g007890	III	chr2: 1184452..1186389 (−)	1938	867	288	32.63	6.43	7
*MtSWEET15b*	Medtr5g067530	III	chr5: 28543252..28545616 (+)	2365	810	269	30.40	7.61	7
*MtSWEET15c*	Medtr7g405730	III	chr7: 238597..240382 (+)	1786	807	268	30.05	8.88	7
*MtSWEET15d*	Medtr7g405710	III	chr7: 224711..226577 (+)	1867	840	279	31.43	9.09	7
*MtSWEET16*	Medtr2g436310	IV	chr2: 14123315..14129655 (+)	6341	741	246	27.02	9.10	7

## Supplementary Materials

The following are available online at https://www.mdpi.com/2223-7747/8/9/338/s1, Figure S1: Transmembrance helices of MtSWEET proteins. The distributions of TM helices were predicted using the TMHMM Server v. 2.0, Table S1: A list of primer sequences used in this study, Table S2: Differential expression analysis of *MtSWEET* genes involved in the responses to various abiotic stresses including cold, drought, and salt. The expression levels of the *MtSWEET* genes are shown as FPKM values.

How the deposited data were processed for this re-analysis (not part of the article)

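RNA-seq libraries of *M. truncatula* seedlings at 0, 2, 6 and 12 h of cold, drought and salt stress were re-analysed, with 1 library for each of the 12 conditions. The libraries were assigned to stresses and time points from their labels and from the sample names of the paper's Table S2. The authors aligned the reads to the Mt4.0v1 genome with Tophat 2.1.0 and computed expression with StringTie 2.0, as their methods state, and deposited FPKM values, 1 per gene and library, with no filter that could be seen in the values. The paper's text does not say how reads that map to more than 1 place were counted. Gene identifiers were matched to the paper's Table 1 for the 25 *MtSWEET* genes and to its methods for *ACTIN*. Of the identifiers, 0 matched the RefSeq gene table that was used here, so no other gene was given a name. The rule for the named genes was the *MtSWEET* genes of Table 1 and the *ACTIN* gene of the qRT-PCR.

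The deposited FPKM values were compared with the paper's Table S2, and the largest relative deviation over 300 *MtSWEET* values was 4.4e-06. Fragments were recovered as the whole numbers that, with 1 transcript length per gene and the mapped pairs of Table S2, gave the FPKM values. Fragment numbers up to 60000 were tried. FPKM values are not counts, so no count model was fitted, and with 1 library per condition no p-value across genes is given. The depth was 27131295 to 56185408 mapped reads per library (median 35808308), of which 88% to 93% of all reads mapped, with a mean read length of 145 to 147 bases. The sum of FPKM over genes was 506391 to 568168.

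Fold changes were ratios of FPKM to the 0 h library of the same stress, without a pseudocount. The threshold was 2 or 0.5, taken from the paper's methods, together with an FPKM of at least 1 in at least 1 of the 4 libraries of the stress. A gene at 0 at 0 h was called when a later FPKM was at least 1, and a fall to 0 was called for a gene that met this filter. Between libraries at 0 h the filter was applied to the 2 libraries compared, and a gene at 0 in either was called only when the other was at least 1, so these counts follow a slightly different rule from those of the stresses. Under the alternatives that rescale the values, the filter stayed on the deposited FPKM. Intervals of folds were 95% Clopper-Pearson intervals on the share of the fragments of both libraries, set against the mapped pairs. The exact two-sided binomial test on fragments used the size factors behind the normalized counts of Table S2, which include a shift in scaling that the intervals do not, so a p and an interval can differ near no change. Both cover counting error only, and the test compares the libraries, not the conditions. A library with 3 fragments or fewer was treated as at the limit of detection.

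Random lists were drawn 10000 times with seed 7. For each *MtSWEET* gene, 1 gene was drawn from the 200 genes nearest in mean FPKM, or from all genes tied with it, leaving out the *MtSWEET* genes and *ACTIN*. Correlations across genes used log2 fold changes with a pseudocount of 0.1 over 14544 genes with a mean FPKM of at least 5, and genes are not independent replicates. The ratio of the variance between libraries to counting error used genes with at least 50 fragments in both libraries together. The bars of Figure 7 and their error bars were read by eye and used as they stand.

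The steps were tested on simulated data. Fragments were recovered for 1999 of 2000 simulated genes. The 2-fold rule called 100 of 100 raised genes, 99 of 100 lowered genes and 23 of 21667 unchanged genes. The exact binomial test called 200 of 200 changed genes and 10 of 1800 unchanged genes, and the interval of the fold held 1 for 486 of 500 unchanged genes. The simulated genes had counting error only and changes well past the 2-fold threshold, so these rates do not carry over to the real libraries. Between the real libraries at 0 h, the variance was 1.55 to 4.15 times counting error. The rule was met there by 2.34% to 6.3% of the genes. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

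The alternatives set before the data were examined were no filter or an FPKM of at least 0.5 or 2, a pseudocount of 0.1 or 1, a threshold of 1.5 or 3, rescaling to TPM or by the median ratio, the mean of the 3 libraries at 0 h as the control, a call against each of the 3 libraries at 0 h, at least 10 fragments, the exact binomial test as a further condition, and random lists matched on the libraries at 0 h. Division by the FPKM of *ACTIN* and expected shares from the mapped pairs in the binomial test were added after the data were seen. The microarray and yeast experiments of the paper were not analysed here, and of the qRT-PCR only the bars of Figure 7 were compared. No genome sequence was used, so GC content and reads shared between similar genes were not examined.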

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

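All tests in this part were chosen after the result was seen, except the comparison of *ACTIN* with genes of like expression.

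The *ACTIN* gene, which the paper used as the standard control of the qRT-PCR and did not report from the RNA-seq data, had lower FPKM at 12 h of drought (log2 change -0.71) and of salt (-0.50) than at 0 h. At 12 h of cold the log2 change was -0.05, and the 3 libraries at 0 h spread over 0.07. With 6726 to 14085 fragments in the drought and salt libraries at 0 and 12 h, counting error is small beside these changes, but each condition had 1 library. If the scaling of the libraries were the cause, the change would disappear after median-ratio scaling. It was -0.44 under drought and -0.24 under salt after it, outside the spread of 0.09 at 0 h. At 12 h of cold the shift in scaling was -0.18, so relative to it *ACTIN* was higher than at 0 h. Without the 10 highest genes of each library, which could take reads from the others, the change under drought and salt was -0.62 and -0.39. Each correction thus accounts for a part of the fall at most. Among the 500 genes nearest to *ACTIN* in FPKM at 0 h, *ACTIN* was at percentile 57.2 under drought and 65.2 under salt, and the median log2 change of those genes was -0.92 and -0.96. A fall shared by genes of like expression therefore remains as an explanation, and it may have a technical or a biological source, which these libraries cannot tell apart. Reads shared with other actin genes were not tested.

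In the whole table, the 2-fold rule was met by 5060 genes at 12 h of cold, 9150 of drought and 10635 of salt, above the 1435 genes at most between 2 libraries at 0 h. The paper does not report these counts. The smallest of them was 3.53 times the largest between libraries at 0 h. Among genes with an FPKM of at least 10, the same ratio was 29.6, and after median-ratio scaling it was 3.3, so neither low genes nor the scaling accounts for it. The libraries at 0 h were taken before the stress, and none of the 12 libraries was of unstressed seedlings at 2, 6 or 12 h. A change with time alone, including the time of day, therefore cannot be told apart from the stress. The spread between the libraries at 0 h falls short of these counts. Independent spread between libraries would also not give the shared direction of stresses that have no library in common, which at 12 h was 94.7% of 6232 genes for drought and salt, 79.1% of 2417 for cold and drought, and 80.7% of 2854 for cold and salt. The size of the spread between libraries of 1 stressed condition was not measured. An effect of the transfer of the seedlings, which all stresses would share, was not tested and cannot be told apart from these changes.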

How the results depend on the processing

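The number of *MtSWEET* genes responsive under any stress was 12 and stayed between 9 and 15 under the alternatives. It was 12 under TPM, the median ratio, a pseudocount of 0.1, a 3-fold threshold, a call against each of the 3 libraries at 0 h, at least 10 fragments and the exact binomial test, and it was 12 after division by *ACTIN*. The number responsive under at least 2 stresses was 8 and stayed between 6 and 12. For the 180 pairs of the binomial test, expected shares from the mapped pairs gave 83 pairs with an adjusted p under 0.05 in place of 86. In each case below, the cause was not tested.

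Counts of *MtSWEET* genes by stress and direction are small, and some moved by more than 1.5 times. Without a filter, 6 genes were higher under cold in place of 2, and 10 were lower under drought in place of 6. With an FPKM of at least 2, 2 genes were lower under cold in place of 4, and 3 were higher under drought in place of 5. With a pseudocount of 1, 2 were lower under cold. With a 3-fold threshold, 1 was higher and 2 were lower under cold, and 3 were higher under salt in place of 7. When the call had to hold against each of the 3 libraries at 0 h, 1 was higher under cold (without *MtSWEET13*), 2 were lower under cold (without *MtSWEET1a* and *MtSWEET15c*), and 3 were lower under drought (without *MtSWEET3b*, *MtSWEET7*, and *MtSWEET15c*).

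The percentile of the *MtSWEET* genes among random lists was 95.6. It was 37.6 without a filter, 84.6 with an FPKM of at least 0.5, 88.6 with at least 2, and 93.1 with a pseudocount of 1. It was 96.4 with a pseudocount of 0.1, 96.4 with TPM, 96.6 with the median ratio, 97.9 with a 1.5-fold threshold, 99.9 with a 3-fold threshold, 99.2 against the mean of the 3 libraries at 0 h, 99.4 against each of them, and 98.0 with lists matched on the libraries at 0 h. It was thus on both sides of 95.

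In the whole table, the counts of genes at 2, 6 and 12 h of cold without a filter were 5884, 7567, and 8518, and at 2 h of drought 7858. With a pseudocount of 1 they were 1503, 2639, and 2957 under cold, 2809 at 2 h of drought and 4159 at 2 h of salt. With a 1.5-fold threshold they were 5826, 8825, and 9898 under cold, 8754 at 2 h and 13743 at 12 h of drought, and 10951 at 2 h and 12421 at 6 h of salt. With a 3-fold threshold they were 1334, 2048, and 2270 under cold, 2272, 5295, and 5347 under drought, and 3290, 3872, and 6595 under salt. Against each of the 3 libraries at 0 h they were 1657 at 2 h and 3366 at 12 h of cold, and 4105 at 2 h of salt. Between the libraries at 0 h of cold and drought, cold and salt, and drought and salt, the counts were 1896, 2757, and 2709 without a filter, 202, 692, and 672 with an FPKM of at least 2, 146, 607, and 576 with a pseudocount of 1, 1350, 3129, and 3041 with a 1.5-fold threshold, and 209, 758, and 702 with a 3-fold threshold. With an FPKM of at least 0.5, 935 genes passed between cold and drought.

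The share of higher genes among those past the rule moved by over 10 points with the scaling, the filter, a pseudocount of 1 and a 3-fold threshold. With the median ratio it was 48.1% in place of 36% at 6 h of cold, 45.6% in place of 32% at 12 h of cold, 48.5% in place of 36.4% at 6 h of drought, 47.4% in place of 33.7% at 12 h of drought, and 49.4% in place of 38.2% at 12 h of salt. With TPM it was 44.2% at 12 h of cold. Without a filter it was 34.2% in place of 46.8% at 2 h of cold and 39.8% in place of 51.9% at 2 h of drought. At 2 h of cold it was 58.1% with a pseudocount of 1 and 58% with a 3-fold threshold.

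For 51 of the single log2 fold changes, 306 values were computed over the settings. Of these values, 255 were the same within their intervals, 43 moved without a change of sign and 8 changed sign. *MtSWEET2a* changed sign at 2 h of cold (0.02 with TPM and 0.05 with the median ratio) and at 6 h of cold (0.05 and 0.11), and *MtSWEET3c* at 6 h of cold (0.02 and 0.08). Division by *ACTIN*, chosen after the data were seen, gave 0.21 at 6 h and 0.27 at 12 h of drought for *MtSWEET2a*. In FPKM the 95% intervals of these 5 changes include 0. *MtSWEET2b* at 12 h of drought, not among the 51, also changed sign, from -0.21 (95% interval -0.39 to -0.04) to 0.06 with the median ratio. No paired analysis was possible because each condition has 1 library.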

Differences from the paper's values

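The paper's Table S2 gives log2 fold changes that differ from those of FPKM by more than the 95% interval for 5 of the 24 largest changes, 1 per gene and stress with a call. The paper's value for *MtSWEET2b* at 6 h of cold is 2.04, against 1.87 here. For *MtSWEET13* the paper's value is 1.22 at 12 h of cold, 2.36 at 12 h of drought and 1.5 at 6 h of salt, against 1.04, 2.09, and 1.40. For *MtSWEET2b* at 12 h of salt the paper's value is 1.56, against 1.3. Of the alternatives set before the data were examined, the median ratio closed all 5 gaps, with 2.04, 1.22, 2.36, 1.51, and 1.57 in the order given. TPM closed 4 of them, with 1.98, 1.21, 1.47, and 1.42, but not that of *MtSWEET13* at 12 h of drought (2.18). The mean of the 3 libraries at 0 h as the control closed that of *MtSWEET13* at 6 h of salt (1.54) and none of the others, and the pseudocounts of 0.1 and 1 closed none. In a comparison added after the data were seen, over all 87 pairs of gene and time point with more than 3 fragments in both libraries, 25 of the paper's values lay outside the interval in FPKM and 0 after median-ratio scaling. The sign was opposite for 4 of the 87 pairs, *MtSWEET2a* at 2 and 6 h and *MtSWEET3c* at 6 h of cold, and *MtSWEET2b* at 12 h of drought. *MtSWEET13* at 6 h of cold and *MtSWEET1a* at 2 h of salt were past 2-fold in Table S2 and not here. *MtSWEET1a* at 6 and 12 h and *MtSWEET16* at 6 h of cold, and *MtSWEET15c* at 12 h and *MtSWEET3c* at 2 h of salt, were past it here and not in Table S2, where the last lay just inside 2-fold.

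In Figure 7, 29 of 36 relative expression values of the qRT-PCR, read by eye, differed from the FPKM folds by more than 1.5 times and by more than the error bar, and 6 were within 1.5 times. For *MtSWEET2a* the paper shows about 4.8 at 2 h and about 1.8 at 12 h of cold in Figure 7, against 0.964 and 0.553. It shows about 3.1 at 2 h of drought and about 0.45 at 2 h of salt in Figure 7, against 1.3 and 0.828. For *MtSWEET3c* it shows about 4.4 at 2 h and about 14 at 12 h of cold in Figure 7, against 1.07 and 1.52. Under drought it shows about 2.4, about 0.5 and about 5.1 at 2, 6 and 12 h in Figure 7, against 0.501, 0.0608, and 0.196. Under salt it shows about 0.05, about 0.15 and about 0.4 in Figure 7, against 0.448, 0.248, and 0.112. For *MtSWEET13* it shows about 6, about 8.5 and about 37 at 2, 6 and 12 h of cold in Figure 7, against 1.66, 1.79, and 2.06. Under drought it shows about 4.3, about 0.6 and about 17 in Figure 7, against 0.642, 3.7, and 4.25. Under salt it shows about 0.65, about 4.5 and about 17 in Figure 7, against 1.58, 2.65, and 1.38. For *MtSWEET16* it shows about 7.2, about 2.8 and about 0.9 at 2, 6 and 12 h of cold in Figure 7, against 1.11, 0.474, and 0.336. Under drought it shows about 2.1, about 0.4 and about 1.3 in Figure 7, against 0.598, 0.11, and 0.187. Under salt it shows about 1.2 at 2 h and about 0.45 at 6 h in Figure 7, against 2.48 and 0.75. None of the alternatives set before the data were examined (pseudocounts of 0.1 and 1, TPM, the median ratio and the mean of the 3 libraries at 0 h) brought the number of differing values below 29. The error bars, which the legend of Figure 7 does not define, were also read by eye and taken as the error of the paper's values. The error of the FPKM folds, with 1 library per condition, was left out. The paper describes biological replicates for the qRT-PCR and takes the RNA-seq from an earlier study, so the plants may differ.

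Some statements of the paper differ from the calls here. The paper lists *MtSWEET3b* among the genes up-regulated by drought, and the 2-fold rule also called it lower at 2 h, from 2 fragments and none. With at least 10 fragments or with the exact binomial test it was called higher only. The paper describes a decrease of *MtSWEET7* at 2 h of drought, which rested on 3 fragments and 1. The paper names 7 genes altered by at least 2 stresses, and here *MtSWEET7*, which the paper itself describes as changed by drought and salt, makes 8. The setting with a call against each of the 3 libraries at 0 h gave 7 genes, with *MtSWEET7* and without *MtSWEET15c*. The paper describes *MtSWEET13* as up-regulated by the treatments, and at 2 h of drought its log2 fold change was -0.64. The paper describes the genes as changed by the stresses in both the qRT-PCR and the RNA-seq data, with some differences such as *MtSWEET3c* under drought. Of the 36 values, 24 moved in the same direction as the FPKM folds, or 27 with TPM or the median ratio and 22 after division by *ACTIN*, which was chosen after the data were seen.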

Other observations

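In this part, the tests of scaling and of depth for the salt library at 0 h, of the time since the start of the treatment, of counting error and of *ACTIN* in the qRT-PCR were chosen after the result was seen.

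The salt library at 0 h differed from the others at 0 h at more genes than they did from each other. The 2-fold rule was met by 1435 genes between cold and salt and by 1380 between drought and salt, against 525 between cold and drought, and the ratio of the first count to the last was 2.73. Among genes with an FPKM of at least 10 the ratio was 3.6 (54 and 15 genes), so few fragments do not account for it. With the fragments of the 3 libraries thinned to 13693001 the ratio was 2.27, so the lower depth accounts for a part at most. After median-ratio scaling it was 2.77. The median ratios of the 3 libraries were already close (1.108 for cold, 1.104 for drought and 1.118 for salt), so that scaling had little to correct. The labels and the paper give no batch for the libraries, and a difference in handling, growth or sequencing was not tested. The design gives no biological explanation, since all 3 libraries were taken before the stress. *MtSWEET15c* was the only *MtSWEET* gene past the rule between these libraries.

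Drought and salt changed many of the same genes. At 12 h, 6232 genes were past the rule in both, and 5899 of them (94.7%) in the same direction, against 1911 of 2417 (79.1%) for cold and drought. Across 14544 genes, which are not independent replicates, the correlation of log2 fold changes between drought and salt was between 0.58 and 0.86 over 9 pairs of time points, whereas that of cold with drought was between 0.30 and 0.38 and that of cold with salt between 0.32 and 0.41. Fold changes of 1 stress share a 0 h library, but drought and salt do not share one. If the time since the start of the treatment were the cause, cold would correlate more with the others at the same time point. The difference from the correlations at different time points was 0.02. A change from 0 h shared by all later time points would leave no such difference, so the test cannot rule out an effect of time. At 12 h the correlation of drought and salt was 0.83 among genes with a mean FPKM of at least 20, so few fragments do not account for it. With the cold library at 0 h as the control of drought the correlation at 12 h was 0.79, which tells nothing about the choice of control, because that library was close to the one of drought. The labels give no batch. At 0 h, drought was nearer to cold than to salt (525 and 1380 genes), the reverse of a batch shared by drought and salt, but the later libraries were not tested for one. A response common to drought and salt is a hypothesis, since the correlation describes the same libraries in which it was found.

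The number of responsive *MtSWEET* genes lay at the 95th percentile of random lists of like expression, with a percentile of 95.6 when tied lists are counted at their middle and as many genes in 693 of 10000 lists. The general response of genes of like expression therefore remains as an explanation for a number of this size under this rule. The percentile was 98.0 with lists matched on the libraries at 0 h, 99.2 against their mean, 99.4 against each of them, 99.9 with a 3-fold threshold and 37.6 without a filter, so this depends on the setting. All 24 gene and stress pairs with a call kept at least 1 call in the exact binomial test, but that test covers counting error only, and the variance between unstressed libraries was up to 4.15 times counting error. All 12 genes kept a call against each of the 3 libraries at 0 h. For *MtSWEET15c* this was only the decrease at 12 h of salt, which did not pass the exact binomial test (adjusted p = 0.32). The spread between libraries of 1 stressed condition was not measured, so a single call near 2-fold cannot be told apart from it. *MtSWEET9b* was called higher and *MtSWEET3c* lower under both drought and salt, which share no library.

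The qRT-PCR values of Figure 7 were above the FPKM folds in 27 of 36 cases. If the fall of the *ACTIN* reference were the cause, division of the RNA-seq values by *ACTIN* would bring more of them within 1.5 times of the qRT-PCR, but the number went from 6 to 5. The number of values above the FPKM folds went from 27 to 24 and the median log2 difference from 1.76 to 1.31, while the number moving in the same direction went from 24 to 22, so the fall of the *ACTIN* reference accounts for a part of the difference at most. No biological explanation was tested.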
